A study of Drosophila melanogaster with 18 samples.

How the data were processed

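Total RNA was extracted with TRIzol from embryos collected 0-1h, 1-2h and 2-3h after egg laying, depleted of ribosomal and other abundant non-coding RNA, and made into strand-specific libraries with the NEBNext Ultra II Directional kit, per the labels' protocols. The aligner, the gene counter, the genome build and the annotation are not given in the sources used here. For each time point the authors deposited a table of normalized counts, a signal value per gene and library that the file names describe as normalized with DESeq2, and a table of TPM, transcript abundances corrected for length and scaled to a fixed total. The deposited TPM columns sum to between 998329 and 999093. Within a gene the deposited normalized count is a fixed multiple of the TPM times 1 factor per library. The lowest mean normalized count of a listed gene was between 5.63 and 6.08 in the 3 tables. All 18 libraries were used, and 0 columns of library values were left unmapped.

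Whole reads were sought in the normalized counts by looking for a common step among low values. The share of low values that came out whole, within 0.1 of a whole number, was 30.1% to 76.4% per library, under the 95% required, so no count test was run and the depth per library is unknown. The normalized totals of 3.36e+07 to 3.85e+07 are set by the authors' scaling and do not measure it. Gene symbols and positions were looked up by FlyBase identifier in the Ensembl annotation of BDGP6.54, which gave a symbol for 7557 of 7617, 8125 of 8188 and 9075 of 9141 identifiers. The 10 most abundant genes held 4.55% to 7.27% of a library's normalized total. No pair of libraries held identical values.

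Genotypes were compared within each time point with limma 3.58.1 in R 4.3.3 (trend method) on log2(normalized count + 1), for genes with a mean normalized count of 10 or more over the 6 libraries. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(value + 1) scale and understate the change of low genes, and no fold is given for a gene with a whole group listed at 0. The difference of genotype effects between time points was tested in a joint limma fit of the 18 libraries with 1 shared spread, on genes past the filter in all 3 tables. Since the tables were normalized separately, changes between time points within a genotype were not tested, and were used only to define gene classes and, as correlations across genes, to weigh embryo age. Gene sets were tested with camera (preset correlation 0.01) beside fry and camera with an estimated correlation. Adjustment was over 9 set tests for the early zygotic list and the decay and rise classes. The late embryo and oogenesis lists were adjusted together, apart from these, and the differences between time points over their 3 tests. The decay and rise classes at a time point were taken from the wild type TPM of the other time points alone, as a ratio of (TPM + 1) of at most 0.5 or at least 2 and a mean TPM of 5 or more. The 4 gene lists were written before the data were examined: early zygotic genes, regulators of the transition, late embryo genes and oogenesis genes. The symbols twg, nos and Nasrat could not be matched.

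The test was run on simulated data with 200 changed genes, each changed by 1 or 2 on the log2 scale in either direction. Each gene had 1 spread for both genotypes, and libraries varied independently. The test recovered 90.0% of the changed genes in the comparison at 0-1h (7559 genes), 77.0% at 1-2h (8095 genes) and 55.0% at 2-3h (9014 genes), with 6.74%, 3.75% and 4.35% of calls false. Changes near the median called size at 0-1h (0.36), unequal spreads of the genotypes and libraries deviating as a whole were not simulated. The simulated rates, those of the joint fit included, may therefore not hold for the real libraries. In the joint fit on 7448 genes, 4.22% of calls were false for 1-2h against 0-1h, 14.2% for 2-3h against 0-1h and 22.2% for 2-3h against 1-2h. Separate spreads gave 9.07%, 6.79% and 9.74%, so the counts of the joint fit that involve 2-3h are given beside those of separate spreads.

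With the exceptions given below, genes named in the text were fixed by a rule before the data were examined. At each time point these were the 3 largest rises and the 3 largest falls among called genes with every orb2-delta-zz library on 1 side of every wild type library and a mean normalized count of 50 or more in at least 1 genotype, together with orb2, called members of the regulators list, and the 3 genes called in the same direction at all 3 time points with the largest minimum change. Genes that overlap or lie near these, and the late embryo genes Act87E, Act57B and elav, were named after their values were seen. Alternatives covered the pseudocount, the filter, rescaling by trimmed mean factors, TPM, the replicate number as a block, each library left out, the threshold, the shared spread and the class limits. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.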

Results

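RNA was sequenced from embryos of the fruit fly Drosophila melanogaster of 2 genotypes. The wild type was the w1118 strain, described in the labels as the control before injection. The other genotype, orb2-delta-zz, lacks the ZZ zinc-binding domain of ORB2, an RNA-binding protein of the CPEB family. Embryos were collected 0-1h, 1-2h and 2-3h after egg laying, with 3 libraries per genotype and time point and 18 libraries in all. These hours span the maternal-to-zygotic transition, in which transcripts loaded by the mother are cleared and the embryo's own genes are switched on. The comparison of genotypes at each time point addresses how transcript levels depend on the ZZ domain, which the series' title presents as needed for ORB2 to lower its target transcripts.

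The values were normalized counts, and the 3 time points were normalized separately, so tests were made within a time point. The tables listed 7617 genes at 0-1h, 8188 at 1-2h and 9141 at 2-3h. Normalized counts summed to between 3.36e+07 and 3.85e+07 per library. The number of reads behind each library is unknown, since whole reads could not be recovered from the values, and no counting interval is given. Libraries of 1 genotype and time point correlated across genes with Pearson's r of 0.961 or more on the log2 scale, and genes are not independent replicates. The spread between wild type libraries grew with time. Over genes with a mean normalized count of 200 or more (6354 at 0-1h, 6472 at 1-2h and 6491 at 2-3h), the median SD per gene was 0.0719 on the log2 scale at 0-1h, 0.164 at 1-2h and 0.239 at 2-3h, against 0.0601, 0.0796 and 0.102 in orb2-delta-zz.

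The edited gene itself, orb2 (FBgn0264307), lies on chromosome 3L from 8937100 to 8954463 on the minus strand in the BDGP6.54 annotation, where it overlaps CG43783 on the same strand, so reads of these genes may not be separable. CG43783 was higher in orb2-delta-zz at 0-1h, from a mean of 3626 to 4526 (log2 fold change 0.32, limma adjusted p = 0.0118), and at 1-2h by 0.43 (limma adjusted p = 0.0452). At 0-1h the normalized count of orb2 was 2838 ± 122 (SD, n = 3) in wild type and 2226 ± 141 (SD, n = 3) in orb2-delta-zz. The log2 fold change was -0.35 (SE 0.0580, limma adjusted p = 0.00233). At 1-2h the counts were 2860 ± 299 and 2176 ± 102 (SD, n = 3 each), a log2 fold change of -0.39 (SE 0.100) that did not pass the threshold (limma adjusted p = 0.0601). At 2-3h they were 1074 ± 539 and 558.6 ± 56.4 (SD, n = 3 each), with a log2 fold change of -0.80 (SE 0.401, limma adjusted p = 0.398). Without wild type replicate 1 the change at 2-3h was -1.27 (limma adjusted p = 0.00618), and without wild type replicate 1 that at 1-2h was -0.46 (limma adjusted p = 0.0289). At 0-1h the call was lost on TPM (log2 fold change -0.31, limma adjusted p = 0.0578). A total over the whole gene does not measure the deleted part, so these values do not check the genotype labels.

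The comparison of genotypes at 0-1h called 1610 of 7559 genes tested, 844 higher and 766 lower in orb2-delta-zz (limma, Benjamini-Hochberg adjusted p under 0.05). Most changes were small, with a median size of 0.36 on the log2 scale, and 532 of the genes also changed 1.5-fold or more. At 1-2h the test called 597 of 8095 genes, 285 higher and 312 lower. At 2-3h it called 296 of 9014, 140 higher and 156 lower, with a median size of 1.61. Leaving out wild type replicate 1 raised the count at 2-3h to 1666 genes, and leaving out wild type replicate 2 raised that at 1-2h to 1261. Leaving out wild type replicate 3 or any orb2-delta-zz library lowered the count at 1-2h to between 203 and 285, and leaving out wild type replicate 2 or any orb2-delta-zz library lowered that at 2-3h to between 77 and 107. On TPM the split moved to 789 higher and 455 lower at 0-1h, to 292 higher and 204 lower at 1-2h and to 184 higher and 139 lower at 2-3h. Every orb2-delta-zz library lay on 1 side of every wild type library for 38.9% of genes tested at 0-1h, 32.8% at 1-2h and 23.5% at 2-3h, where chance gives 10%.

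**Figure D1:**
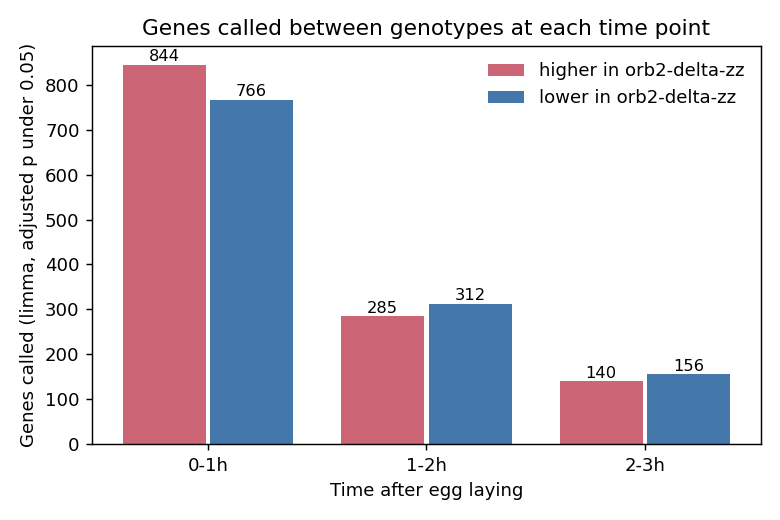
Bars give the number of genes called between genotypes (limma, adjusted p under 0.05) at each time after egg laying, split into genes higher and genes lower in orb2-delta-zz. The counts fall from 844 and 766 at 0-1h to 140 and 156 at 2-3h, and without wild type replicate 1 of 2-3h the total there is 1666.

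The genotype effects were compared between time points, each with its own wild type libraries. Across genes, Spearman's rho of the log2 fold changes was 0.68 between 0-1h and 1-2h, 0.38 between 0-1h and 2-3h and 0.42 between 1-2h and 2-3h, with Pearson's r of 0.88, 0.68 and 0.72. Genes are not independent replicates, so no p-value is given. Of 1602 genes called at 0-1h and tested at 1-2h, 1534 had the same sign at 1-2h. For 0-1h and 2-3h it was 1257 of 1586, and for 1-2h and 2-3h 541 of 584. Both 0-1h and 1-2h called 476 genes, all of them with the same sign, where 122 would be called in both if the calls were independent. Of 171 genes called at 0-1h and 2-3h, 166 had the same sign, and of 165 called at 1-2h and 2-3h, 164 did. At all 3 time points 138 genes were called in the same direction, 72 higher and 66 lower in orb2-delta-zz, and the median size of their changes was 1.71 on the log2 scale. Without wild type replicate 1 of 2-3h there were 254 such genes, and without wild type replicate 2 or any orb2-delta-zz library of 2-3h there were 53 to 64.

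The largest changes were close to all or none. CG31683 (FBgn0051683, chromosome 2L from 20447734 to 20449964, minus strand) had wild type counts of 0, 0 and 1.97 at 0-1h, against 1519 ± 79.1 (SD, n = 3) in orb2-delta-zz, with a log2 fold change of 10.05 on the log2(count + 1) scale (SE 0.408, limma adjusted p = 2.0e-07). It overlaps CG31688 on the opposite strand. Arc1 (FBgn0033926, chromosome 2R from 14357927 to 14360297, minus strand) rose from 9.12 ± 4.88 to 3280 ± 463 (SD, n = 3 each) at 0-1h, with a log2 fold change of 8.43 (SE 0.280, limma adjusted p = 7.9e-08). In the wild type libraries of 1-2h Arc1 was at 27.0, 567 and 5.25. CG12560 (FBgn0031974, chromosome 2L from 8008302 to 8009477, minus strand) rose from 4.94 ± 2.52 to 1403 ± 136 (SD, n = 3 each) at 0-1h, with a log2 fold change of 7.98 (SE 0.315, limma adjusted p = 1.8e-07). Ada1-1 (FBgn0051865, chromosome 2L from 11996809 to 11997965, plus strand) was listed at 0 in all 3 wild type libraries at 1-2h and at 515, 377 and 459 in orb2-delta-zz. At 2-3h it was again listed at 0 in wild type and at 567, 575 and 561 in orb2-delta-zz. It overlaps CG18787 on the opposite strand. The nearby Ada1-2 (chromosome 2L from 11992902 to 11994054) was called lower at all 3 time points, by log2 fold changes of -1.02, -0.80 and -1.11. CG18789, also nearby, was higher at 0-1h (log2 fold change 1.99, limma adjusted p = 6.7e-06). Whether reads were shared among these genes was not tested.

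Among the genes that were lower, Dscam4 (FBgn0263219, chromosome 3L from 8238647 to 8282398, plus strand) had a count of 943.6 ± 71.5 (SD, n = 3) in wild type at 0-1h and counts of 0.993, 0 and 0 in orb2-delta-zz, with a log2 fold change of -9.55 (SE 0.339, limma adjusted p = 1.1e-07). It was lower at 1-2h by a log2 fold change of -9.40 and at 2-3h by -8.67. Oseg5 (FBgn0032891, chromosome 2L from 20832849 to 20835840, minus strand) was at 572 ± 10.7 (SD, n = 3) in wild type at 0-1h and listed at 0 in all 3 orb2-delta-zz libraries, and again listed at 0 in all 3 at 2-3h. It overlaps CG31674 on the opposite strand, which was higher in orb2-delta-zz at 0-1h (log2 fold change 0.90, limma adjusted p = 0.00411). CG30059 (FBgn0260475, chromosome 2R from 13412769 to 13414620, minus strand) was at 673 ± 51.1 (SD, n = 3) in wild type at 0-1h and at 0, 3.79 and 0 in orb2-delta-zz, and was listed at 0 in all 3 orb2-delta-zz libraries at 1-2h. CG18853 (FBgn0042173, chromosome 2R from 7829062 to 7830429, plus strand) was at 416, 263 and 242 in wild type at 2-3h and listed at 0 in all 3 orb2-delta-zz libraries. At 0-1h it was at 908 ± 227 in wild type and 175 ± 71.4 in orb2-delta-zz, and at 1-2h at 729 ± 159 and 23.0 ± 22.0 (SD, n = 3 each). It overlaps Prosalpha1R on the opposite strand, which was also lower at 0-1h, by a log2 fold change of -1.51 (limma adjusted p = 7.9e-08). Whether the authors' counting used strand is not given in the sources used here, so values of overlapping genes are uncertain. In the annotation used, 2 of these overlaps cover only the gene ends. CG31674 ends at 20832859, just inside Oseg5, and Prosalpha1R starts at 7830413, just inside CG18853. Little of their counts can then come from shared reads.

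**Figure D2:**
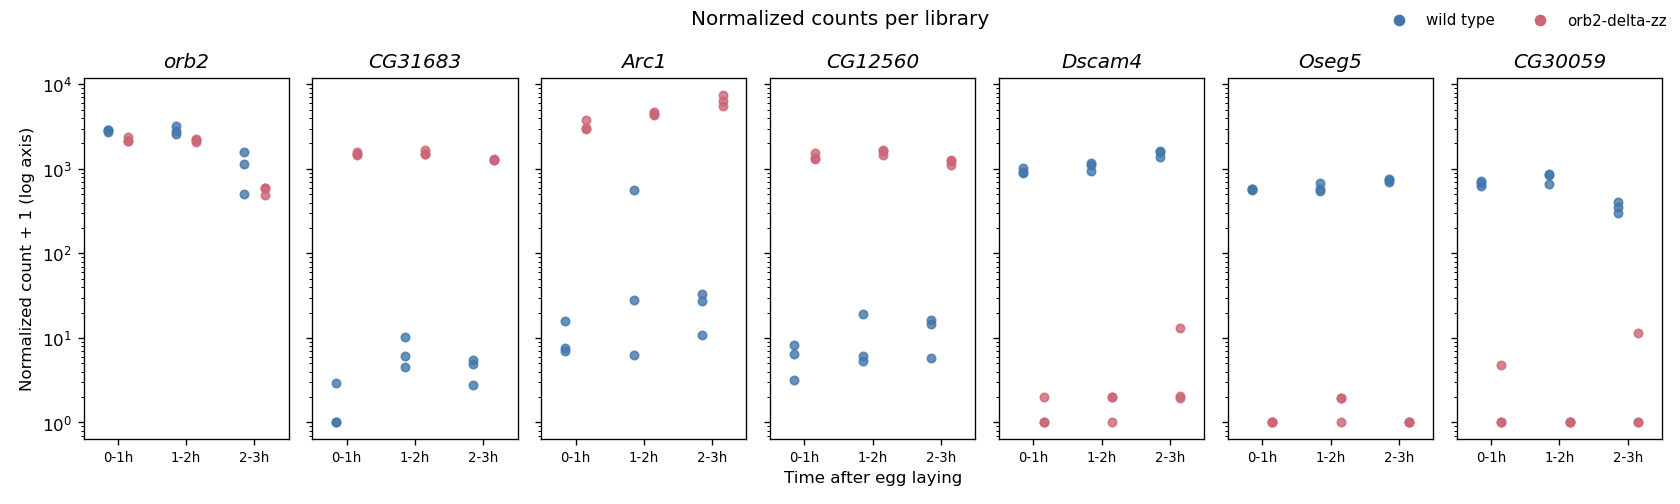
Each point is 1 library's normalized count plus 1, on a log axis, for wild type and orb2-delta-zz at the 3 time points, with 1 panel per gene. For orb2 the genotypes lie close together, while for CG31683, Arc1, CG12560, Dscam4, Oseg5 and CG30059 they lie apart at every time point, the nearest wild type library of Arc1 being at 567 at 1-2h.

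A list of 22 regulators of the maternal-to-zygotic transition, 21 of them matched to the tables, was tested for changes in the regulators themselves. At 0-1h 4 members were called over all genes tested and 4 adjusted over the list alone, and at 1-2h and 2-3h limma called 0 either way. They were orb2, brat, plu and Trl. The gene brat (FBgn0010300, chromosome 2L from 19133816 to 19179758) was lower by a log2 fold change of -0.19 (limma adjusted p = 0.0438), Trl (FBgn0013263, chromosome 3L from 14747929 to 14761049) by -0.13 (limma adjusted p = 0.0336), and plu (FBgn0003114, chromosome 2R from 20262958 to 20263684) was higher by 0.29 (limma adjusted p = 0.0300). Leaving out single libraries lost the call of brat in 5 of 6 cases, of Trl in 5 of 6 and of plu in 4 of 6. The count over the 3 time points was 10 without wild type replicate 1 of 2-3h.

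The early zygotic list holds genes transcribed first by the embryo, with 48 symbols written and 46 genes matched, since twg was unmatched and Z600 and frs name the same gene. At 0-1h the median log2 fold change of its 45 tested members was -0.50, against -0.0080 for all genes, with 42 members lower (camera adjusted p = 0.00029). Relative to the wild type mean, orb2-delta-zz replicate 1 was at -0.104, just within the wild type range of -0.106 to 0.237. Replicates 2 and 3 lay below that range, at -0.65 and -0.57. At 1-2h the median of 46 members was 0.29, with 39 higher (camera adjusted p = 0.0189), and without wild type replicate 2 it was -0.091. At 2-3h it was -0.082 (camera adjusted p = 0.323). Adjusted over the list alone, 0 members were called at any time point, and over all genes 2 at 0-1h. Genes that rose in wild type between the other time points, 484 of them at 0-1h, had a median of -0.49 at 0-1h with 390 lower (camera adjusted p = 1.7e-07), and medians of -0.056 at 1-2h (adjusted p = 0.241) and -0.017 at 2-3h (adjusted p = 0.442). Genes that fell in wild type between the other time points, the maternal decay class, had a median of 0.0055 at 0-1h, with a mean of -0.0076 of the opposite sign (adjusted p = 0.566), -0.011 at 1-2h (adjusted p = 0.818) and 0.18 at 2-3h, with 504 of 713 members higher (adjusted p = 0.00285). Without wild type replicate 3 the last was 0.016 (adjusted p = 0.831). These camera tests assume a preset correlation between genes. Of the 9 set tests, 0 passed under fry, where the lowest adjusted p was 0.308, or with the correlation estimated from the data, where the lowest was 0.945.

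**Figure D3:**
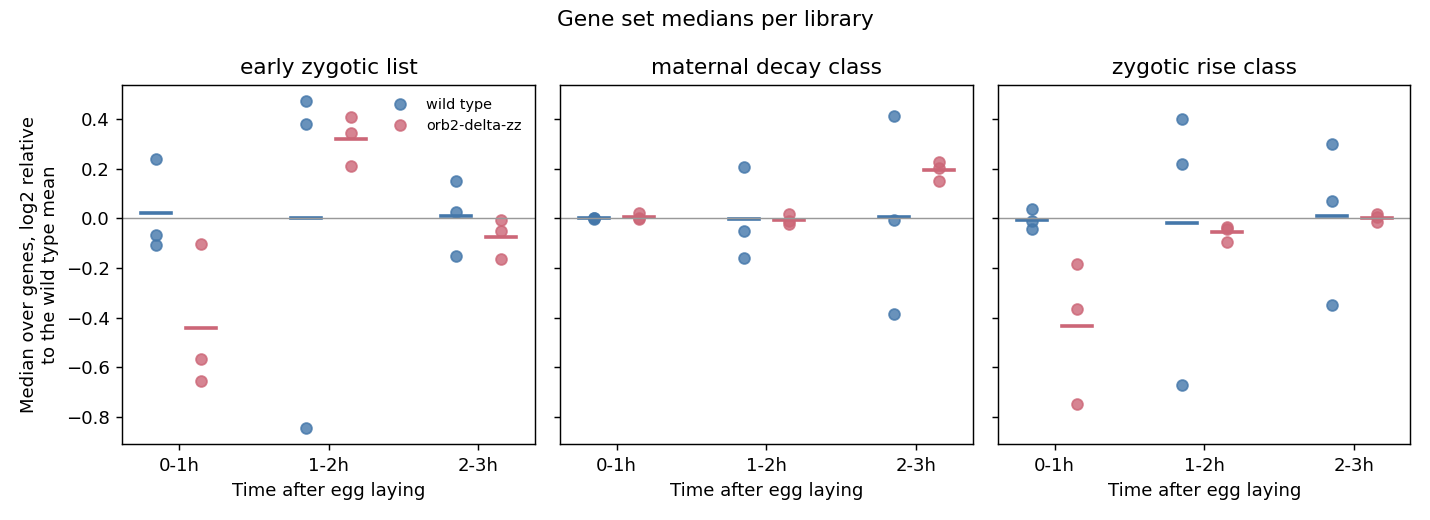
Points give, for each library, the median over a gene set's members of the log2 normalized count relative to the wild type mean, and short lines give the mean of 3 libraries. At 1-2h the wild type libraries range from -0.84 to 0.47 for the early zygotic list, which spans the orb2-delta-zz libraries at 0.21 to 0.41.

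The late embryo list had 2 members tested at 0-1h, 4 at 1-2h and 16 at 2-3h, with median log2 fold changes of -1.28, -1.83 and -0.59. None passed (camera adjusted p = 0.203, 0.124 and 0.608). The oogenesis list had 0 members tested at 0-1h and 1-2h and 2 at 2-3h, with a median of 0.77 (camera adjusted p = 0.434).

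The change of the genotype effect over time was tested in a joint fit of 7470 genes. It differed between 1-2h and 0-1h for 9 genes, between 2-3h and 0-1h for 141 and between 2-3h and 1-2h for 59 (limma, Benjamini-Hochberg adjusted p under 0.05). With the spread of each time point estimated separately, an alternative chosen after the data were examined, the counts were 16, 83 and 28. Without wild type replicate 1 of 2-3h the joint fit called 1244 genes between 2-3h and 0-1h and 1397 between 2-3h and 1-2h, and leaving out any other single library gave 86 (without orb2-delta-zz replicate 2 of 0-1h) to 178 and 36 (without orb2-delta-zz replicate 3 of 1-2h) to 81, both of the higher values without wild type replicate 3 of 2-3h.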

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

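The splits of libraries were planned before their results were seen. The separate spreads and the tests of embryo age, late embryo genes and the spread of the wild type libraries were chosen after the results they bear on had been seen, and the readings of the tests of scaling and of the age of wild type libraries were revised after their values had been seen.

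The genotype effect differed over time for 9 genes between 1-2h and 0-1h, 141 between 2-3h and 0-1h and 59 between 2-3h and 1-2h, by a test of the difference itself (limma, adjusted p under 0.05). Of 100 splits of the libraries of both time points, the real one included, 4 gave as many genes as the 9 and 4 as many as the 141. For the 59 genes 9 of 100 splits gave as many. Such splits also break up the genotype effect shared by both time points. They do not represent equal effects at both, so a low share cannot exclude chance for a change over time. On simulated data 14.2% of the calls for 2-3h against 0-1h were false with a shared spread, and with separate spreads the counts were 16, 83 and 28. Leaving out wild type replicate 1 of 2-3h raised the counts to 1244 and 1397, so 1 library sets their size. A candidate explanation for the spread of that group is embryo age, which the values do not settle. The difference between wild type replicates 1 and 3 of 2-3h followed the change from 1-2h to 2-3h in orb2-delta-zz, with Spearman's rho of 0.58 across genes. Replicate 1 was above replicate 3 for the maternal decay class (0.41 and -0.39) as well as for the zygotic rise class (0.30 and -0.35). At 2-3h these classes hold genes that fell or rose in wild type from 0-1h to 1-2h. They do not follow later change, so they cannot weigh against age within 2-3h. On that same earlier change the deviations of replicates 1 and 3 had Spearman's rho of -0.069 and 0.059, with the same limit. Age therefore stays undecided. An effect of the ZZ domain that changes over time stays open and was not tested apart from this.

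The early zygotic list was flagged because its genotype effect differed between time points. The median difference was 0.73 for 1-2h minus 0-1h (44 of 45 members higher, camera adjusted p = 5.4e-18), 0.35 for 2-3h minus 0-1h (camera adjusted p = 0.00374) and -0.34 for 2-3h minus 1-2h (camera adjusted p = 0.00154). Under fry 0 of the 3 differences passed, and the lowest unadjusted value was 0.0774. Of 100 splits, 17, 25 and 64 gave a median difference as far from that of all genes, so chance cannot be excluded for any of the 3. At 0-1h the list lay at -0.31 from all genes on TPM, where a count of 1 added before the log weighs differently. A factor per library cancels from a difference from all genes, apart from the count of 1 added, so rescaling does not test the authors' scaling. For the same reason 1 factor per library cannot place the list at -0.49 from all genes at 0-1h or 0.30 at 1-2h. This argues against scaling as the cause of these distances. At 1-2h the median was -0.091 without wild type replicate 2, and the difference between wild type replicates 1 and 2 of 1-2h followed the change from 0-1h to 2-3h in orb2-delta-zz with Spearman's rho of 0.68, so the age of that library may account for the rise. The maternal decay class there moved the opposite way, at -0.16 in replicate 1 and 0.21 in replicate 2. Across 6707 genes with a mean normalized count of 50 or more in each table, the genotype effect at 0-1h had a Spearman's rho of -0.077 with the wild type change from 1-2h to 2-3h, with 6 of 10 splits as large, and 0.020 at 1-2h with that from 0-1h to 2-3h, with 10 of 10. At 2-3h it was -0.130 with that from 0-1h to 1-2h, and the real split alone, 1 of 10, was as large. These values do not decide whether the genotypes differed in age. A few older embryos in the wild type collections also stay open. The late embryo list had a median of -1.83 at 1-2h, over 4 genes that were all lower. Among them Act87E was called (-1.40, limma adjusted p = 0.0421), while Act57B varied from library to library (348 ± 557 in wild type, SD, n = 3). At 0-1h both members tested were lower, and elav was called (-1.27, limma adjusted p = 0.0131).

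CG18853 was flagged because its genotype effect differed between 2-3h and 0-1h (limma adjusted p = 0.0324). It was lower in orb2-delta-zz at 0-1h (log2 fold change -2.42, limma adjusted p = 0.000176) and at 1-2h (-6.09, limma adjusted p = 0.0290) and listed at 0 in all 3 orb2-delta-zz libraries at 2-3h, so no fold is given there. Its effect at 1-2h did not differ past the threshold from that at 0-1h (limma adjusted p = 1.00) or at 2-3h (limma adjusted p = 0.615). It overlaps Prosalpha1R, which was lower as well, only at the gene ends (CG18853 ends at 7830429 and Prosalpha1R starts at 7830413). Reads there were not told apart here, but by this annotation little of either count can come from them. No biological explanation was tested for CG18853.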

How the results depend on the processing

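The alternatives were fixed before the data were examined, except for separate spreads, library weights, and those run on the regulators list and on the correlation between time points, which were chosen afterwards. The planned count tests were not run, since whole reads were not recovered. Library weights gave 2073 genes at 0-1h, and their estimation did not converge at 1-2h and 2-3h, so no value is given there.

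Pseudocounts of 0.5 and 5 and both other filters left the counts of called genes and of genes whose effect differed over time within 1.5 times their values. So did rescaling by trimmed mean factors for the counts of called genes, but its factors of 0.991 to 1.01 changed little, and it was not run for the others. Asking also for a fold change of 1.5 gave 532 genes at 0-1h, by its construction. An adjusted p under 0.10 gave 1012 genes at 1-2h and 508 at 2-3h, also by construction. A spread shared over all 18 samples gave 544 genes at 0-1h and 823 at 2-3h, and it shared 527 and 212 genes with the calls of the separate fits. The spread differs between time points, which a shared value levels out. Leaving out 1 library gave 1096 to 1624 genes at 0-1h, 203 to 1261 at 1-2h and 77 to 1666 at 2-3h. At 1-2h the count was 1261 without wild type replicate 2, 285 without wild type replicate 3, and 263, 203 and 218 without orb2-delta-zz replicates 1, 2 and 3. At 2-3h it was 1666 without wild type replicate 1, 92 without wild type replicate 2, and 84, 107 and 77 without orb2-delta-zz replicates 1, 2 and 3.

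For the difference of genotype effects, leaving out 1 library gave 7 to 13 genes for 1-2h against 0-1h, 86 to 1244 for 2-3h against 0-1h and 36 to 1397 for 2-3h against 1-2h. The highest counts for 2-3h came without wild type replicate 1 of 2-3h. Against 0-1h the count fell to 89 without wild type replicate 1 of 0-1h, 86 without orb2-delta-zz replicate 2 of 0-1h, 93 without wild type replicate 2 of 2-3h and 92 without orb2-delta-zz replicate 3 of 2-3h. Against 1-2h it fell to 36 without orb2-delta-zz replicate 3 of 1-2h, 38 without wild type replicate 2 of 2-3h and 39 without orb2-delta-zz replicate 2 of 2-3h. Separate spreads gave 16, 83 and 28 genes.

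Libraries of the same number did not deviate together in each pair, with correlations of -0.34 to 0.22 across time points, so the numbers do not pair the samples. At 1-2h alone the 3 correlations, 0.20, 0.22 and 0.082, lay above the highest between different numbers (0.018). With the replicate number as a block, 55 genes were called at 2-3h, the genotype effect differed for 1, 79 and 19 genes, 1 regulator was called, and 38 genes were called in the same direction at all 3 time points. The block also took 1160 genes at 0-1h and 495 at 1-2h, changed no call of orb2 or of a gene set, and lost the calls of brat, plu and Trl.

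TPM shifted the median of all genes at 1-2h by 0.0756. There the zygotic rise class changed sign to 0.020 and passed (camera adjusted p = 0.0205), while staying below the shifted median of all genes. Other medians that passed neither way changed sign. On TPM the maternal decay class at 1-2h moved to 0.071 and the zygotic rise class at 2-3h to 0.030. With a class mean TPM of 20 the zygotic rise class at 1-2h moved to 0.013 and the maternal decay class at 0-1h to -0.0029. At 2-3h the zygotic rise class passed with a class limit of 1/4 or 4 (-0.15) and with a mean TPM of 20 (-0.16). The cause was not tested. Leaving out 1 library gave -0.64 to -0.32 for the early zygotic list at 0-1h, -0.091 to 0.51 at 1-2h and -0.14 to -0.024 at 2-3h. It gave -0.0019 to 0.01 for the maternal decay class at 0-1h, -0.082 to 0.088 at 1-2h and 0.016 to 0.35 at 2-3h. For the zygotic rise class it gave -0.63 to -0.31 at 0-1h, -0.42 to 0.13 at 1-2h and -0.16 to 0.16 at 2-3h. Without wild type replicate 2 at 1-2h the early zygotic list was at -0.091 and the maternal decay class at 0.088, both reversed, and the maternal decay class and the zygotic rise class, at -0.42, passed. Without wild type replicate 1 the maternal decay class at 1-2h passed in the other direction, at -0.082. At 2-3h, without wild type replicate 3, the early zygotic list passed at -0.12 and the zygotic rise class at -0.16, and the maternal decay class lost the threshold at 0.016.

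The change of orb2 kept its sign under every alternative run. At 0-1h it lost the threshold on TPM, at -0.31, and the cause was not tested. Leaving out 1 library gave -0.40 to -0.32 at 0-1h, -0.46 to -0.31 at 1-2h and -1.27 to -0.45 at 2-3h. The regulators list had 2 calls on TPM and 1 to 10 with 1 library left out. Spearman's rho between time points ranged from 0.58 to 0.71 for 0-1h and 1-2h, 0.26 to 0.46 for 0-1h and 2-3h, and 0.26 to 0.56 for 1-2h and 2-3h with 1 library left out. For the other named genes, alternatives were examined only at the time points where the naming rule picked them. There 19 alternatives lost a call, all of brat, plu or Trl, and 0 changed sign. Other calls, such as those of Arc1 and CG18853 at 1-2h, were not examined in this way. The depth per library is unknown, which limits what can be said of genes near 0.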

Other observations

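The comparison of effect sizes and the splits of libraries were planned before their results were seen, except the splits for the genes called at each time point. Those splits and the tests by chromosome, of linkage to orb2, of neighbouring genes, of scaling for the persistent genes, of the effect sizes with libraries left out, and of the wild type spread were chosen or revised after the results had been seen.

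The 138 genes called in the same direction at all 3 time points were not spread evenly over the genome. They made up 2.80% of genes tested on chromosomes X, 2 and 4 (118 of 4213) and 0.625% on chromosome 3 (20 of 3199), which carries orb2, a ratio of 4.48. Rotating the calls along the genome gave a ratio as large with a one-sided permutation p = 0.0322 over 5000 rotations. Calls at 0-1h outside these genes showed a ratio of 1.85 in the same direction (24.0% and 13.0%, one-sided permutation p = 0.0014 over 5000 rotations). Of all genes tested at all 3 time points, the share called was also higher on X, 2 and 4 than on chromosome 3. It was 26.8% and 13.6% at 0-1h, 10.3% and 3.66% at 1-2h, and 4.49% and 1.13% at 2-3h. Of 100 splits of the libraries, only the real one, 1 split, gave as many persistent genes. A single factor per library moves all genes one way, while 72 of these genes were higher and 66 lower. Both rescaled by trimmed mean factors and on TPM, 119 of the 138 were kept, which argues against scaling for these genes. Linkage to the edited locus is excluded for the 118 genes on other chromosomes. On chromosome 3 the share was 1.56% within 2 Mb of orb2 (4 of 256, among them Dscam4) and 0.544% elsewhere (Fisher's exact test, p = 0.0701), which leaves linkage open there. Of the persistent genes 7.25% had an adjacent gene called in the opposite direction, against 2.56% in permuted positions (one-sided permutation p = 0.0273). Same-direction neighbours were as frequent (9.42%), and with directions shuffled 11.9 genes were reached against 10 observed (one-sided permutation p = 0.787), so reads moving between neighbours cannot be told apart from clustering. One candidate explanation is that orb2-delta-zz and the w1118 stock differ in sequence on X, 2 and 4, as when these chromosomes were exchanged in crosses after the edit while much of chromosome 3 was kept. This is a hypothesis found in these data, and it bears on called genes beyond the 138 as well. Genotypes of the stocks were not examined, and an effect of ORB2 on these genes stays open.

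The number of genes called was lower at 2-3h than at 0-1h. The wild type spread argues for precision as part of the reason. Over genes with a mean normalized count of 200 or more the median SD at 2-3h was 3.32 times that at 0-1h. Without wild type replicate 1 the count rose to 1666. Yet Spearman's rho of the genotype effects then fell from 0.38 to 0.26 with 0-1h and from 0.42 to 0.26 with 1-2h. Precision alone would not lower it, so the added calls may reflect a shifted wild type mean and are not taken as support for precision. For 560 genes called at 1-2h the median effect at 2-3h was 0.902 of that at 0-1h, and 0.874 to 0.966 with each library of these time points left out in turn. The ratio was not tested against the spread between libraries, so smaller effects at 2-3h cannot be told apart from equal ones.

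Other splits of the 6 libraries of a time point bear on each count, though 3 against 3 allow 10 splits and so no share under 0.1. The real split alone gave as many called genes, 1 of 10, at 0-1h, 1-2h and 2-3h, and for the called regulators at 0-1h it was 1 of 10. For the early zygotic list 1 of 10 splits gave a median as far from all genes at 0-1h, 9 at 1-2h and 4 at 2-3h. For the maternal decay class it was 1, 10 and 5, and for the zygotic rise class 1, 10 and 10. At 1-2h, then, nearly every other split gave set medians as far from all genes as the genotypes did.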
